A study of Oryza sativa with 4 samples. Its data were reported in "Rice LEAFY COTYLEDON1 Hinders Embryo Greening During the Seed Development" (2022).

How the data were processed

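Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out by the authors on rice (Oryza sativa) callus of 2 genotypes: the wild type Nipponbare (NIP) and a transgenic line in which the 35S promoter drives OsLEC1 fused to a FLAG tag. Callus is a mass of undifferentiated tissue grown from seeds on an induction medium. Chromatin was cross-linked with formaldehyde, sonicated and precipitated with a monoclonal antibody against the DDDDK epitope of the FLAG tag. DNA taken before the precipitation was sequenced as the input of each genotype. The labels give 4 groups, NIP-ChIP, NIP-input, OsLEC1-ChIP and OsLEC1-input, with 1 library in each. There were no replicates. A peak list was used for each of the 2 ChIP libraries, and the input libraries entered only through the peak calls.

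According to the methods of the study, reads were aligned to the IRGSP-1.0 assembly with Bowtie2, uniquely mapped reads were kept, and peaks were called with MACS2 on each ChIP library against the input of its genotype at a q-value of 0.01. Versions of these tools are not stated. The methods also name a reproducibility filter for biological replicates, but the labels show 1 library per group, so whether that filter was applied here is unknown. The library kit named in the labels differs from the one in the methods.

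For each peak, the authors deposited a position, a fold, a −log10 p-value, a −log10 q-value, a score and the distance from the peak start to its summit, which is the base with the highest ChIP coverage. The fold is a ratio given by the authors' peak caller, namely the number of ChIP fragments over the summit plus 1, divided by the local background plus 1. The score deposited by the authors was checked against the other columns and equalled 10 times the −log10 q-value, rounded down, in 100% of the peaks of both lists. The fold, score and −log10 values are the authors' own and served only to describe, rank or filter peaks within a list. The starts of the peaks were changed from 0-based to 1-based positions, and all coordinates are on IRGSP-1.0.

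The fold and the −log10 p-value of a peak depend on the same 2 quantities, the fragment pileup at the summit and the background, through a Poisson tail. Both quantities were therefore solved for each peak. A peak counted as recovered when a whole-number pileup gave its −log10 p-value back within 0.001, and this was so for 100% of the peaks of each list. The procedure was tested on 2000 simulated peaks made with known pileups and backgrounds, of which 100% were recovered, while 1% of pileups that had been rescaled to other than whole numbers passed by accident. The background is the largest of several averages of the input around the summit and the mean coverage of the whole genome, scaled to the depth of the ChIP library. The lowest background in a list thus gives the mean fragment coverage of that ChIP library when at least 1 peak sits at this floor, and an upper bound for it otherwise. Library totals were not used here, so depth is given in these terms. This coverage also depends on the fragment length and genome size used by the peak caller, which the methods do not state. The fragment length was recovered for OsLEC1-ChIP alone. A ratio of coverages between the lists is a ratio of fragments only if both settings were equal.

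The mean fragment coverage was 3.49 in OsLEC1-ChIP, where 1240 peaks shared the lowest background. In NIP-ChIP it was at most 0.842, the lower background of its 2 peaks. Pileups are given with exact Poisson intervals at 95%, shares with exact Clopper-Pearson binomial intervals, and peaks per Mb with exact Poisson intervals. These intervals cover counting error alone, since fragments copied during library amplification are not independent molecules, and they hold no variation between callus samples.

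Peaks were counted per list, and a peak counted as shared when at least 1 bp overlapped. The number of peaks per Mb was taken over the span between the first and the last OsLEC1 peak on each of the 12 chromosomes, because chromosome lengths were not used here. Complete 1 Mb bins were counted from base 1 of each chromosome to the last bin that ends within its span. Spearman correlations across bins compare places within 1 library, and bins are not independent replicates. Distances between neighbouring summits on a chromosome were compared with 1000 random placements of the same peaks, without overlap and with at least the smallest gap seen between peaks, over the whole span of a chromosome or within its 1 Mb bins (seed 1). The effect of depth was computed by binomial thinning of each OsLEC1 pileup and its background to a given percent of the depth. The probability of passing a −log10 p-value threshold was then summed over peaks. A lenient threshold of 3.42 was the lowest value in the OsLEC1 list. A strict one of 7.68 was the −log10 q-value limit of 2 plus the smaller difference between the −log10 p-value and −log10 q-value in the NIP list. The thinning used summits alone and did not model the calling of regions.

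No statistical test between genotypes was run because each had 1 library. Before the data were examined, the counts of peaks, the overlap, the peaks per Mb and stricter −log10 q-value limits of 5 and 10 were planned. The recovery of pileups, the thinning, the summit distances, the random placements, the 1 Mb bins and a 10 kb margin for shared peaks were chosen after the data were seen. Several planned results rest on the genome sequence or the gene annotation of IRGSP-1.0, which were not used here. These were the shares of peaks near transcription start sites or in distal intergenic sequence, the genes assigned to peaks, the shares of summits with a G-box, an ABRE-like or a CCAAT word, the 10 gene families and the length of unique sequence. A gene table of another assembly was at hand, but its coordinates do not apply to these peaks. The rule for named items, fixed before the data were examined, listed genes of the study and the genes nearest to the 5 OsLEC1 peaks of highest fold and to each NIP peak. It was reduced to the positions of those peaks. Whether a peak lies in an exon, an intron or a promoter is therefore not given.

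Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.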

Results

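To find where OsLEC1 binds in the rice genome, ChIP-seq with an antibody against the FLAG tag was performed on callus of the 35S:3xFLAG-OsLEC1 line and of the wild type NIP. The wild type carries no tag and served as the control. Each genotype had 1 ChIP library and 1 input library, and no difference between the genotypes could be set against a spread between replicates. From the peak lists, the mean coverage of OsLEC1-ChIP was 3.49 fragments per base, with fragments of 241 bp and 14.5 fragments per kb. The OsLEC1 ChIP library had 0.954 times the depth of its input. The mean coverage of NIP-ChIP was at most 0.842 fragments per base, which is at most 24.1% of that in OsLEC1-ChIP.

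In total, 27452 peaks were listed for OsLEC1-ChIP and 2 for NIP-ChIP. The OsLEC1 peaks covered 13.4 Mb, and the NIP peaks covered 1708 bp. Of the OsLEC1 peaks, 27432 were located on the 12 chromosomes and 20 on 9 sequences that are not placed on a chromosome. With a −log10 q-value of at least 10, the alternative that moved this number most, 19209 OsLEC1 peaks and both NIP peaks were counted. At a −log10 q-value of at least 5, the OsLEC1 list held 25621 peaks. None of the OsLEC1 intervals overlapped each other.

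No peak was shared between the genotypes: 0 of the 2 NIP peaks overlapped an OsLEC1 peak. This number was also 0 when an OsLEC1 peak within 10 kb was accepted. Both NIP peaks were located on chromosome 11. NIP peak 1 spanned 12122549 to 12123488 (940 bp), with its summit at 12123025. It had an authors' fold of 31.3 and a −log10 q-value of 162, from a pileup of 141 fragments (95% interval 119 to 166) over a background of 3.54. NIP peak 2 spanned 12352092 to 12352859 (768 bp), with its summit at 12352551. Its fold was 11.9 and its −log10 q-value 17.4, from a pileup of 21 fragments (95% interval 13 to 32.1) over a background of 0.842. The nearest OsLEC1 peak was 45.5 kb from NIP peak 1 and 275 kb from NIP peak 2. Within 500 kb, there were 9 OsLEC1 peaks around the former and 8 around the latter. Both NIP peaks fell in a single stretch of 564 kb without OsLEC1 peaks, and 5 of the 27420 gaps between neighbouring OsLEC1 peaks were at least that long, this one included.

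Thinning of the OsLEC1 pileups was used to ask how many peaks would be left at a lower depth. At 50% of the depth, 25419 peaks were expected to pass the lenient threshold and 16866 the strict one. At 24.1% of the depth, the upper bound for NIP-ChIP, the expected numbers were 20167 and 8570. At 10% they were 12031 and 2698, and at 1% they were 2211 and 55.1. The strict threshold left 2 expected peaks at 0.0236% of the depth, where few fragments remain and the computation is least reliable. The list gives no useful lower bound for the depth of NIP-ChIP, so the number of peaks in OsLEC1-ChIP at an equal depth is not fixed by these values.

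The OsLEC1 peaks varied in height and width. The authors' fold had a median of 5.12, with 5% of peaks at or below 2.83 and 5% at or above 11.7, and a full range from 1.87 to 43.9. The median fold was 6.07 at a −log10 q-value of at least 10, the stricter limit that moved it most. The median width was 408 bp, from 241 to 3391 bp. The pileup at the summit ranged from 11 to 339 fragments with a median of 39, and the background ranged from 3.49 to 21.9 with a median of 6.68. The pileups and backgrounds of all OsLEC1 peaks are shown in the histograms of fragments over the summit.

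**Figure D1:**
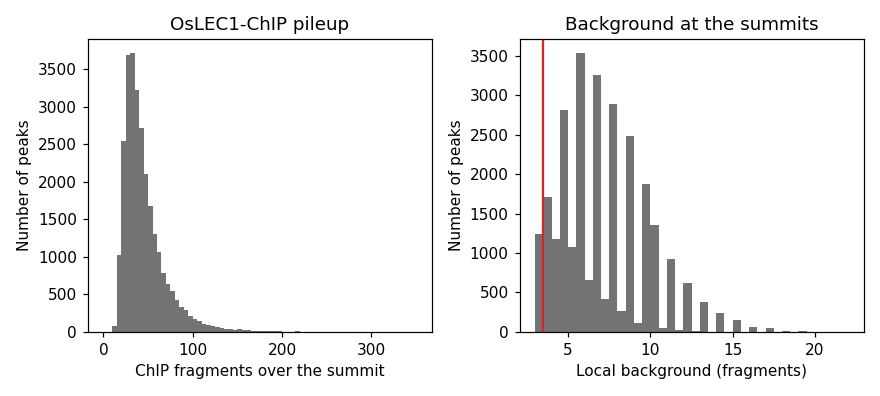
Histograms of the OsLEC1-ChIP peaks by the number of ChIP fragments over the summit (left) and by the local background in fragments (right), with the number of peaks on the vertical axes. The vertical line marks the mean coverage of the library, 3.49 fragments, below which no background lies, and the median background is 6.68 fragments.

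The weakest peaks made up a small part of the list. A −log10 q-value between 2 and 3 was found for 403 peaks, or 1.47% (exact 95% interval 1.33 to 1.62%), and a value of at least 50 for 2196 peaks, or 8.00% (7.68 to 8.33%). The largest class, from 10 to 20, held 9338 peaks, or 34.0% (33.5 to 34.6%). The median width was 321 bp in the class from 2 to 3, 320 bp from 5 to 10, 372 bp from 10 to 20, 498 bp from 20 to 50 and 668 bp at 50 or more. Peaks with a higher −log10 q-value were thus wider from the class of 5 to 10 upwards, while the classes below had about the same width.

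The 5 OsLEC1 peaks with the highest fold were located on chromosomes 12, 5, 2 and 1. The highest fold, 43.9, belonged to a peak on chromosome 12 from 4415666 to 4416470, with a pileup of 225 fragments (95% interval 197 to 256) over a background of 4.15. A peak on chromosome 5 from 28717310 to 28718593 had a fold of 38.1, with 219 fragments (191 to 250) over 4.77. A peak on chromosome 2 from 22835403 to 22836102 had a fold of 37.8, with 181 fragments (156 to 209) over 3.82. On chromosome 1, a peak from 35122756 to 35123589 had a fold of 37.8, with 289 fragments (257 to 324) over 6.68, and one from 30862243 to 30863565 had a fold of 36.1, with 187 fragments (161 to 216) over 4.21. The intervals of the pileups overlapped each other for all of these peaks except the one from 35122756 on chromosome 1. No interval was computed for the fold, and the order of folds among these peaks has no replicate check. The peak from 35122756 on chromosome 1 had the highest −log10 q-value of the list, 345.

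The study compared the density of target genes between the chromosomes, and the density of peaks was examined here. Peaks per Mb ranged from 38.2 on chromosome 12 (95% interval 35.9 to 40.6, 1047 peaks) to 112 on chromosome 3 (108 to 115, 4054 peaks). The ratio between these chromosomes was 2.92 (2.73 to 3.13), and it rose most, to 3.79, when the median of 1 Mb bins was taken. Chromosome 1 had 99.8 peaks per Mb (96.8 to 103), and chromosome 2 had 94.1 (90.9 to 97.3). Chromosomes 4 to 10 had between 56.0 and 75.9 peaks per Mb, and chromosome 11 had 42.5 (40.2 to 45.0). With the median of 1 Mb bins, chromosome 9 had 34 in place of 66.6, next to chromosome 12 with 33. The differences between chromosome 3 and each of the other chromosomes were larger than counting error. These intervals take peaks as placed independently, while the variance across 1 Mb bins was 27.0 times the mean. They do not cover such uneven placement. The plot of peaks per Mb by chromosome shows these values.

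**Figure D2:**
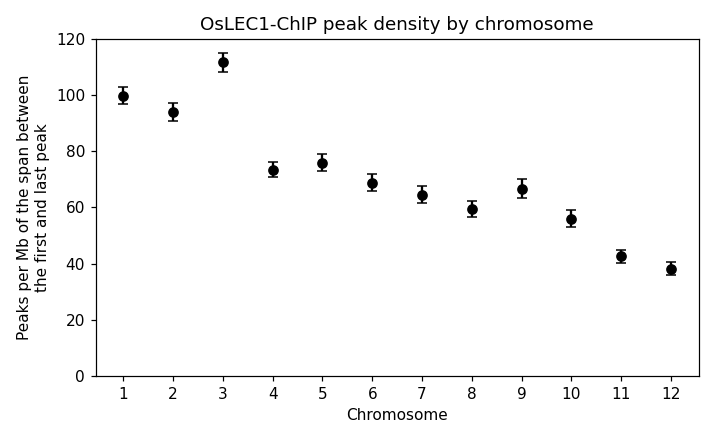
OsLEC1-ChIP peaks per Mb of the span between the first and last peak, for each of the 12 chromosomes. Points are the values and bars their exact Poisson 95% intervals, from 38.2 on chromosome 12 to 112 on chromosome 3.

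The height of peaks differed less between chromosomes than their density. The median fold lay between 4.97 (chromosome 9) and 5.30 (chromosome 7). The median pileup was 34 fragments on chromosome 11, 35 on chromosome 12 and between 37 and 40 on the others. The median background was 5.72 on chromosome 11, 5.99 on chromosome 12 and 6.68 on each of the others. At 64.7% of the peaks, the background was a whole number of input fragments over the summit times 0.954. Equal medians can thus hide smaller differences.

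Density also varied along each chromosome. The 366 complete 1 Mb bins had a mean of 73.3 and a median of 60 peaks, and the variance was 27.0 times the mean, where counts placed evenly would give about 1. The fewest, 7 peaks, were found on chromosome 5 from 10000001 to 11000000, and the most, 185, on chromosome 3 from 11000001 to 12000000. Bins with more peaks had a higher median pileup (Spearman rho 0.569) and a higher median background (rho 0.633), and the relation to the median fold was close to 0 (rho 0.0197). These are 3 relations across bins of 1 library, and neighbouring bins are not independent. Within single chromosomes, rho was positive on 12 of 12 for the pileup (0.0558 to 0.777) and for the background (0.187 to 0.752), and on 7 of 12 for the fold (-0.151 to 0.233).

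**Figure D3:**
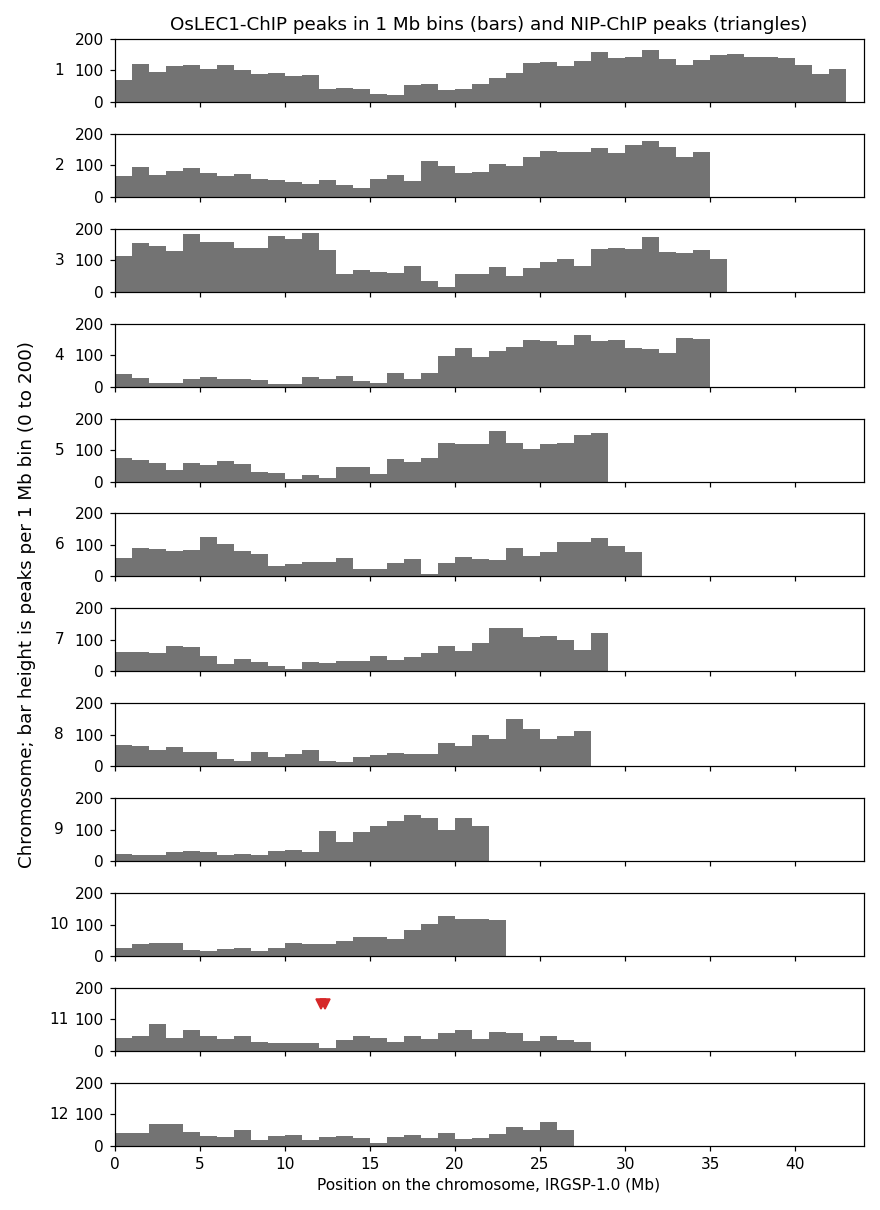
OsLEC1-ChIP peaks in each complete 1 Mb bin (bars, number of peaks) along the 12 chromosomes, with the position in Mb on the horizontal axis and triangles at the NIP-ChIP peaks. Bins range from 7 to 185 peaks, and both triangles are on chromosome 11 in a region of few OsLEC1 peaks.

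Neighbouring OsLEC1 summits were often close. Of the 27420 distances between neighbours, 4966 were under 2 kb, or 18.1% (exact 95% interval 17.7 to 18.6%). Random placement over the span of each chromosome gave 10.2% on average, from 9.64 to 10.8% in 1000 placements. Placement within 1 Mb bins, which moved the comparison most, gave 12.6%, from 12 to 13.2%. None of the 1000 placements of either kind reached the observed share. The observed share was 1.78 times the former and 1.44 times the latter. The median distance was 6.45 kb, against 9.06 kb and 7.61 kb in the placements.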

Values the study reported

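The study reported 27452 peaks for the 35S:3xFLAG-OsLEC1 callus.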

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

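The test of repeated sequence below was planned before its result was seen, but looking at these peaks apart was decided after the list was seen.

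In OsLEC1-ChIP, 20 peaks were located on 9 sequences that are not placed on any of the 12 chromosomes, and NIP-ChIP had 0 peaks there. They stand out because the comparisons by chromosome, by 1 Mb bin and by summit distance leave these sequences out, though the peak totals include them, and the control genotype has no peak on them. Their median fold was 6.55, against 5.12 on the chromosomes, and their median pileup was 38 fragments. A technical explanation is that such sequences stand for several copies of a repeat collapsed into 1, so that ChIP and input fragments pile up together. That explanation needs a raised input background. The median background was 4.68 against 6.68 at the chromosome peaks, at percentile 0.06 among 10000 random lists of 20 of them. The input was thus no higher than at other peaks, but it was above the floor of 3.49 fragments. Chromosome peaks have a raised background themselves. The random lists also take peaks as independent, though 5 of the 20 shared 1 sequence. The test therefore cannot exclude collapsed copies. The control does not exclude technical sources either, because the depth of NIP-ChIP is known only as an upper bound. Binding of the tagged protein to these sequences stays open and was not tested.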

How the results depend on the processing

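The settings with 1 Mb bins, those for summit distances, for the medians of fold, width, pileup and background, and the 10 kb margin were chosen after the data were seen, and the others before the data were examined.

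The numbers of peaks stayed within 1.5 times of the deposited lists. OsLEC1-ChIP had 25621 peaks at a −log10 q-value of at least 5, 19209 at 10 or more and 27452 after overlapping intervals were merged, and NIP-ChIP had 2 in each case. Merging could change nothing in OsLEC1-ChIP, since none of its intervals overlapped. The number of shared peaks was 0 with an overlap of 1 bp, with an overlap of 50% of the NIP peak, at a −log10 q-value of at least 5 and within 10 kb. With 0 at 1 bp, the 50% overlap and the limit of 5 could only give 0, so the 10 kb margin alone was a check.

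Stricter limits lowered the peaks per Mb by construction, since fewer peaks were counted. Chromosome 3 had 104 peaks per Mb at a −log10 q-value of at least 5 and 80.3 at 10 or more, and chromosome 12 had 35.3 and 25. The median of 1 Mb bins was 125 on chromosome 3 and 33 on chromosome 12. The ratio between these chromosomes was 2.96 at the limit of 5, inside its counting interval, 3.20 at the limit of 10 and 3.79 with the median of bins. The cause of the higher ratios was not tested. Chromosome 3 was the densest, chromosome 12 the sparsest and chromosome 11 the next sparsest in the deposited list and at both limits. With the median of 1 Mb bins, chromosomes 3 and 12 kept these places, but chromosome 9 was the next sparsest at 34, followed by chromosomes 10 and 11 at 41 each. Chromosome 9 had 66.6 peaks per Mb over its span, and chromosome 4 fell from 73.4 to 44. Complete bins of chromosome 9 up to position 12000000 held 18 to 35 peaks, and those beyond it held 62 to 147. On chromosome 4, bins up to position 19000000 held 8 to 44 peaks, and those beyond it held 95 to 163. The median of each chromosome thus fell among its sparse bins, while the value over the span averages both parts. Why density differs between the parts was not tested.

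The share of neighbouring summits under 2 kb apart was 16.8% at a −log10 q-value of at least 5 and 12.7% at 10 or more, where fewer peaks leave longer distances. The ratio of this share to random placement was 1.44 within 1 Mb bins. That placement keeps the density of each bin, which accounts for the lower ratio.

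Of 14 other results, 13 moved at each of the limits of 5 and 10, 3 higher and 10 lower. The peaks per Mb of the remaining chromosomes fell, the medians of fold, width and pileup rose, and the median background did not move. At most peaks the background takes steps of 0.954 fragments, so a small shift of its median could go unseen. With the median of 1 Mb bins, 8 of 10 other results moved, 1 higher and 7 lower.

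Other settings for transcription start sites, assigned genes, sequence words, gene families and the length of unique sequence were set before the data were examined and were not run, because the genome and annotation they need were not used here. With 1 library per group, no replicate was left out in turn. No paired analysis was possible because each group had 1 library and no test was run. The depth of NIP-ChIP, at most 24.1% of that of OsLEC1-ChIP, and with no useful lower bound, limits the comparison of the numbers of peaks.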

Other observations

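The overlap of NIP with OsLEC1 peaks and the counting intervals of peaks per Mb were planned before the data were examined, but their use to weigh explanations and the other tests in this part were chosen after the results they concern had been seen. A first version of the test on weak peaks, the ratio of densities at a −log10 q-value of at least 10 (3.20), was replaced after its value was known, because lower coverage on chromosome 12 would itself raise that ratio. The test of NIP peak 1 against its input also replaced a first version, which asked whether the fold was near 1 and could not have found so in a listed peak.

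OsLEC1-ChIP had 27452 peaks and NIP-ChIP had 2. Peaks taken out before the last kept number of a list would leave missing numbers in the peak names, and 0 were missing from the 2 lists. Peaks taken off the end of a list, or a list numbered anew, would leave no missing number, so removal of that kind stays open. The depth of the libraries differed as well. At the upper bound of the NIP depth, 8570 OsLEC1 peaks were still expected to pass the strict threshold, so depth at that bound would leave far more peaks than 2. The same threshold would leave 55.1 peaks at 1% of the OsLEC1 depth and 2 peaks at 0.0236%, so depth alone would need a NIP library that far below the bound. The thinning models summits alone and is least reliable at so low a depth, and the list gives no useful lower bound for the NIP depth. For this reason, the peak lists alone cannot tell a lower depth from the absence of the tag as the source of the difference. The study gives other evidence, and it reported a weaker normalized signal in the wild type. It also reported differences between the genotypes at selected genes by quantitative PCR after ChIP, normalized to the input, with biological replicates. Variation between callus samples also stays open with 1 library per genotype.

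NIP-ChIP had 2 peaks, both on chromosome 11, although the wild type carries no tag. Background of the antibody common to the genotypes would place peaks at the same positions in the deeper OsLEC1-ChIP library, and 0 of the 2 NIP peaks overlapped one. That both lie in the same 564 kb without OsLEC1 peaks restates this overlap and is no further evidence. Raised coverage in ChIP and input alike, for example from extra copies of a sequence, would keep the pileup of NIP peak 1 within reach of its input. A region is listed only where ChIP exceeds the input, but at this background a pileup of 18 fragments and a fold of 4.18 would have passed the strict threshold, and the fold was 31.3. If the background of 3.54 rested on 1 input fragment over the summit, the upper 95% limit of the input coverage would be 19.7, below the lower limit of the pileup, 119. The values argue against this explanation as the whole source of the pileup. The background of 3.54 was itself above the mean coverage of NIP-ChIP, at most 0.842, so some raised input is not excluded. An exception is an input so sparse that no fragment lay over the summit and the background came from a wider window. Another candidate explanation, which was not tested, is DNA from outside the callus in this 1 ChIP library. A difference between the wild type and the transgenic line at this region stays open.

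The density of peaks differed between chromosomes 3 and 12. The study described similar densities of target genes on all chromosomes, which is another measure than peaks. Counting error of independently placed peaks would make the intervals overlap. The upper limit on chromosome 12 was 40.6 peaks per Mb, below the lower limit of 108 on chromosome 3. Another explanation is that weak peaks were lost on chromosome 12, where the median pileup was 87.5% of that on chromosome 3. Among the 2389 peaks with a fold of at least 10, whose −log10 p-values were all at least 33.1, the ratio of densities was 3.23 (95% interval 2.56 to 4.06), so peaks far above the threshold showed the difference as well. Thinning the peaks of chromosome 3 to 87.5% of their pileup left 4022 expected peaks and a ratio of 2.90. The 87.5% comes from listed peaks alone, and a loss of weak peaks would itself raise the median pileup on chromosome 12. The thinning may thus understate the difference in coverage and cannot set the size of such a loss. The density of genes and the share of sequence to which reads map uniquely may differ between chromosomes and were not tested.

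Close neighbouring summits were more frequent than after random placement. Uneven density along the chromosomes is not the whole cause, because the ratio was 1.44 with placement within 1 Mb bins. Density that varies inside a bin stays open. The peak caller may also split wide enriched regions into several peaks, in which case the excess would be highest at the smallest distances. Against 200 placements within 1 Mb bins, summits under 1 kb apart were 1.68 times as frequent (1401 against 833), those from 1 to 2 kb 1.37 times and those from 2 to 5 kb 1.01 times. These values are what splitting predicts, but separate binding sites close to each other would give the same order.

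The input background at OsLEC1 peaks was above the mean coverage. Its median was 1.91 times the floor, and 4.52% of the peaks were at the floor. Chance maxima over an even input would raise the background too, since the largest of several averages is taken. In a simulation of 20000 positions with an even input, the median was 1.12 times the floor and 22.0% of positions were at the floor, so chance alone does not reach the observed value. Input fragments may come more readily from open chromatin, or these places may be easier to map, and neither was tested. No biological explanation was tested.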
